A study of Drosophila melanogaster with 51 samples. Its data were reported in "Chromatin accessibility plays a key role in selective targeting of Hox proteins" (2019).

How the data were processed

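Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags exposed DNA, in Kc167 cells, a Drosophila melanogaster line of embryonic origin with features of hemocytes (fly blood cells). The series held 51 libraries in 25 groups. Of these, 3 libraries came from basal Kc167 cells that received no copper. The other 48 came from 12 stable lines, each with 2 libraries in the induced state and 2 in the non-induced state. These lines carried copper-inducible constructs for the Hox proteins Dfd, Ubx or Abd-B, for the Hox cofactor Hth, for the hemocyte factor Gcm, or for combinations of them. Induced lines received 0.5 to 3.7 mM copper sulfate for 18 to 24 h. The regions called open in the basal cells were used. The 48 libraries of the stable lines were not analysed here, so induced and non-induced cells were not compared.

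The deposited values were chromosome positions of open regions, without a score, height or signal. According to the study's methods and the submitters' processing notes, the authors aligned reads with Bowtie 1.2.2 to dm6 without its scaffolds and kept reads with a single alignment. They moved reads on the plus strand by 4 bp and reads on the minus strand by 5 bp, which places each read at the centre of the transposase contact, and extended them by 5 bp on either side. They then called regions in each of the 3 replicates with MACS2 2.1.1.20160309, a shift of -45, an extension of 100 and a q threshold of 0.01, and kept the union of regions open in at least 2 of 3 replicates. The offset and the centred extension suit ATAC-seq reads. Because reads with several alignments were dropped, sequence present in near-identical copies could not be called open. The list combines the replicates and gives no read numbers, so the depth behind each region is unknown from it, no value has a replicate error, and no replicate could be left out. The read length is not given in the sources used here.

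Positions were compared with the Ensembl release 115 gene annotation (BDGP6, version 54) and the Release 6 sequence, which is the dm6 assembly, on 7 chromosome arms (2L, 2R, 3L, 3R, 4, X and Y). Positions are given counted from 1. The annotation held 13968 protein-coding genes with 19275 distinct transcription start sites (TSSs) on these arms. A region was at a TSS when it overlapped the 250 bp on either side of a TSS by at least 1 bp, and a gene had an open TSS when a region overlapped this window at any of its TSSs. A gene without such a region is called closed, which means only that the authors called no region there. A region shared by neighbouring genes counted for each. For the genomic class, the midpoint of the region was assigned in the order TSS window, coding sequence, 5′ UTR, 3′ UTR, other exon, intron and intergenic.

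Shares of regions at TSSs and in genomic classes, and the spacing of regions, were tested by a two-sided permutation test with 1000 random placements of the same widths on the same arm, without overlaps and outside N bases. The smallest p this can give is 0.002. Standard errors (SE) of shares came from a delete-one jackknife over 1-Mb blocks. Densities and widths have 95% intervals from 2000 bootstrap resamples of these blocks. Shares of genes have 95% Wilson intervals, which cover counting error only. Genes and regions are not replicates, so no p was computed across genes.

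For 26 gene lists, the number of members with an open TSS was placed as a percentile among 10000 random lists of the same size, matched on the number of TSSs (1, 2, 3 to 4, 5 or more) and on 5 classes of gene length, and ties counted as midway. A list below the 2.5th or above the 97.5th percentile was called apart from random lists. The lists held Hox genes, expressed factors and partners, hemocyte and plasmatocyte, crystal cell and lamellocyte, neuronal, glial, muscle, germline and fat body genes, chemoreceptor, Jonah serine protease, cuticle protein, ribosomal protein, proteasome, mitochondrial complex I and IV, cell cycle, heat shock, histone, metallothionein, ecdysone response, antimicrobial peptide, immune signalling, JAK/STAT, JNK and PVR signalling, chromatin and insulator genes, body patterning regulators and tRNA synthetases. The symbols nos, Hsp67Bb and Eip71CD were not matched in the annotation and were left out. The numbers of regions in the Hox complexes and in factor genes were placed in the same way among up to 10000 windows of equal length on the same arm.

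Motifs were counted on both strands in the 200 bp around each region's midpoint and in flank windows centred 1.5 kb beyond each region edge that touched no open region. This gave 16117 open and 28666 flank windows with a mean GC content of 44.6% and 43.3%. The share of open windows with a motif was divided by the share of flank windows, with a 95% interval from the block jackknife on the log scale, and 20 motifs were tested. A motif was called higher or lower where this interval left out 1.

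Named genes were taken by a fixed rule. It took all Hox genes with hth, exd, gcm and gcm2, and in each list the 3 open members with the widest region at a TSS and the first 2 closed members in alphabetical order. It also took the 10 genes with the widest region at a TSS, the 10 genes with most regions from 2 kb upstream to the gene end, and the 5 longest stretches without a region. Other genes are named where they make up a small count. The lists, motifs, tests, this rule and the alternatives were chosen before the data were examined, except for the 5 alternatives and the tests that the closing part names as chosen later.

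Alternatives changed the TSS window to 100 or 500 bp, the overlap to the midpoint or the larger part of the region, the regions to those of at least 200 bp, the placement to a rotation of each arm or to unmasked sequence, the matching of random lists, the motif controls, the motif window, the denominator of densities and the windows for the Hox loci. For near-identical copies, the share of bases that start a 50-base word found once on the 7 arms was computed, and is called the unique share. A TSS window with a unique share of at least 90% was taken as unique. The programs were tested on simulated data. Of 100 simulated region sets with no effect, 4% passed the TSS test and 8% the spacing test, and planting 30% of regions at TSSs returned 29.8%. Of 500 random lists of 20 genes, 5.8% were called apart, and 99.8% of lists with planted open genes were called high. These lists were drawn across the arms, so the rates do not cover lists of neighbouring genes, such as clustered histone genes. Of motif intervals on random region sets, 4% left out 1. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.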

Results

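The list of open chromatin in basal Kc167 cells held 16118 regions, which the authors called in each of 3 ATAC-seq libraries and kept when open in at least 2. The regions were 100 to 2413 bp wide, with a median of 233 bp and quartiles of 172 and 370 bp. They covered 4.86 Mb, or 3.55% of the 137 Mb of sequence on the 7 chromosome arms, and 161 of them were wider than 1000 bp. No region overlapped another, and the smallest gap between neighbours was 3 bp. Of the bases in open regions, 15.2% were repeat-masked, compared with 20.97% of the arms. The values below describe this 1 group of cells, and no replicate error can be given for them.

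The first question was where open chromatin lies in the untransfected cells, whose accessibility the study used to classify Hox binding regions. Open regions were concentrated at the TSSs of protein-coding genes. In total 8556 of the 16118 regions, or 53.1% ± 0.911 (SE over 140 blocks), were at a TSS, compared with a mean of 9.42% after random placement (95% range 9.03 to 9.82). This is a 5.63-fold excess, with p = 0.002 in the two-sided permutation test, the smallest p it can give. By midpoint, 7326 regions (45.5% ± 0.855) fell in the TSS window, 4844 (30.05% ± 0.826) in introns and 2081 (12.9% ± 0.572) in intergenic sequence. The 5′ UTRs held 643 regions, 3.61 times the random mean. Other exons held 339 regions, 1.25 times the random mean. Coding sequence held 573 regions and 3′ UTRs 312, which is 0.223 and 0.398 times the random means. Introns and intergenic sequence were also below random placement, at 0.724 and 0.451 times the random means. For each of these 7 classes p was 0.002 in the permutation test, the smallest it can give.

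**Figure D1:**
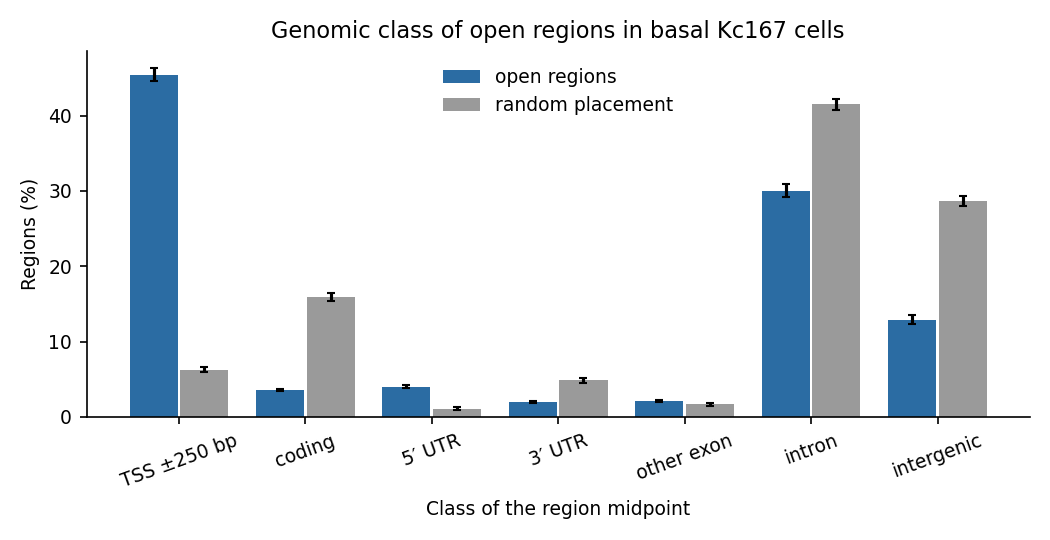
The share of open regions in percent (blue bars, with jackknife SE) and of randomly placed regions (grey bars, mean with the central 95% of 1000 placements) is plotted for each genomic class of the region midpoint. The TSS window held 45.5% of open regions and 6.27% of placed regions, whereas intergenic sequence held 12.9% and 28.6%.

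At the level of genes, 6670 of 13968 protein-coding genes had an open TSS, or 47.8% (95% Wilson interval 46.9 to 48.6). The small noncoding RNA genes differed widely. Of the tRNA genes 218 of 290 had an open TSS (75.2%, 69.9 to 79.8), and of the snRNA genes 15 of 32 (46.9%, 30.9 to 63.5), compared with 42 of 269 snoRNA genes (15.6%, 11.8 to 20.4). Noncoding RNA genes annotated as ncRNA were open in 15.7% of 3289 cases and pseudogenes in 7.58% of 330. The unique share was not computed at the TSSs of noncoding RNA genes and pseudogenes. Near-identical copies, which could not be called open, may therefore lower these shares to an unknown degree. The share of protein-coding genes with an open TSS was 39.8% among genes with 1 TSS and 87.4% among the 190 genes with 5 or more. Since a region at any TSS was enough, this share rises with the number of TSSs by construction, and openness per TSS was not compared. By arm, the share of protein-coding genes with an open TSS was 76.3% on chromosome 4 (61 of 80 genes, 65.9 to 84.2). It was 53.1% on X (51.1 to 55.2) and 44.6% on 2L (42.7 to 46.5). None of the 23 genes on Y had an open TSS. The sources used here do not say whether these cells carry a Y chromosome. Only 30.9% of protein-coding genes remained open when regions of at least 200 bp were counted.

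The widest region in the list, 2413 bp, covered the TSS of Sdb (2R 14184973 to 14187385). It was followed at TSSs by regions at ITP, a gene for ion transport peptide (2023 bp, 2R 24539095 to 24541117), at galectin (1811 bp, 2L 72120 to 73930) and at CG2493 (1761 bp, 2L 20461825 to 20463585). The remaining genes among the 10 widest were the RNA-binding protein genes mub (1620 bp) and ps (1616 bp), Parp1 (1588 bp), the actin regulator coro (1548 bp), CG6163 (1520 bp) and the transporter gene MRP (1512 bp). Counting from 2 kb upstream to the gene end, 8358 protein-coding genes (59.8%) held at least 1 region, and 24 genes held 20 or more. The gene bun had the most, with 40 regions for a gene of 91.1 kb (2L 12455540 to 12546611). It was followed by kirre with 39 (394.1 kb), by the ecdysone-induced nuclear receptor gene Eip75B with 36 (113.7 kb), by the kinase gene Tlk with 34 (69.8 kb) and by the ETS factor gene pnt with 32 (55.9 kb). These counts were not divided by gene length. The GATA cofactor gene ush, which acts in hemocytes, held 27. The ecdysone receptor gene EcR, Ptp61F and Svil held 26 each, and CG12535 held 25 although none of its TSSs was open.

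The next comparison asked which groups of genes had open TSSs in these hemocyte-like cells. The chromatin and insulator genes were open without exception (20 of 20, 95% Wilson interval 83.9 to 100%), among them Clamp, which encodes a GA-repeat binding protein (858 bp, 2L 22168534 to 22169391), the Polycomb group gene ph-p (757 bp) and the insulator gene su(Hw) (428 bp). So were all 16 immune signalling genes, with the widest regions at Dif (937 bp), spz (739 bp) and PGRP-LE (664 bp), and all 14 ecdysone response genes, led by ftz-f1 (1507 bp), Hr39 (1096 bp) and Eip63E (881 bp). Of the 16 genes of JAK/STAT, JNK and PVR signalling, 15 were open. The AP-1 subunit gene kay carried a 1220-bp region (3R 29772715 to 29773934), upd2 carried 857 bp and the receptor gene dome 663 bp, and upd1 was the closed member. Among the 38 body patterning regulators, 31 were open (81.6%, 66.6 to 90.8), with wide regions at tsh (1198 bp), dac (1001 bp) and mirr (983 bp), whereas B-H2 and bap were among the 7 closed members. The percentiles among matched random lists were 100 for chromatin and insulator genes, 99.98 for immune signalling, 99.2 for ecdysone response, 99.3 for JAK/STAT, JNK and PVR signalling and 99.8 for body patterning regulators.

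Genes of basic cell functions were also open more often than matched random lists. Ribosomal protein genes were open in 72 of 85 cases (84.7%, 75.6 to 90.8), compared with a random mean of 46.5%. The widest of their regions lay at RpL15 (1353 bp, 3L 27267067 to 27268419), RpS3A (618 bp) and RpL34b (612 bp), and RpL10Aa and RpL12 were closed. Of the cell cycle genes 20 of 22 were open, including CycA (991 bp), fzr (560 bp) and dap (493 bp), and the closed members were PCNA and aurB. Of the tRNA synthetases 15 of 17 were open, including HisRS (688 bp), TrpRS (307 bp) and LysRS (288 bp), and MetRS and ValRS were closed. Mitochondrial complex I and IV genes were open in 38 of 56 cases (67.9%, 54.8 to 78.6), with regions of 499 bp at COX7AL2, 433 bp at ND-MWFE and 340 bp at COX7C, and with COX4L and COX5BL closed. Proteasome genes were open in 26 of 40 cases (65%, 49.5 to 77.9), with 390 bp at Rpn6, 307 bp at Prosalpha6 and 241 bp at Rpt5. Prosalpha1 and Prosalpha1R were closed, but the unique share at their TSSs was 0%. The percentiles were 100 for the ribosomal and mitochondrial lists, 99.9 for cell cycle, 99.7 for tRNA synthetases and 99.96 for the proteasome. With regions of at least 200 bp only, the percentile was 90.3 for the proteasome, 89.3 for the mitochondrial list, 96.3 for cell cycle, 93.5 for chromatin and insulator genes and 85.2 for tRNA synthetases, which ends these calls. With a window of 100 bp, it was 95.4 for ecdysone response, 91.8 for JAK/STAT, JNK and PVR signalling and 95.2 for body patterning regulators, and these 3 calls also ended when any region in the gene or 2 kb upstream counted (93.5, 92.5 and 93.3).

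Neuronal, muscle, fat body, chemoreceptor, cuticle protein and Jonah serine protease genes were mostly closed. Of the neuronal genes 5 of 20 were open (25.0%, 11.2 to 46.9), compared with a random mean of 75.7%. The open members included cpx (1065 bp), the pan-neuronal RNA-binding protein gene elav (852 bp) and Syx1A (455 bp), and the transmitter-synthesis genes ChAT and Gad1 were closed. Muscle genes were open in 6 of 16 cases, with regions at Mef2, the muscle transcription factor gene (699 bp), wupA (561 bp) and Act57B (508 bp), and with Act87E and Act88F closed. In the fat body list the lipophorin gene apolpp was open (274 bp, chromosome 4 1060799 to 1061072) and the other 9 genes, including Fbp1 and Fbp2, were closed. Of 179 chemoreceptor genes 4 were open, namely Gr94a, Ir60b, Ir60e and Gr61a, while Gr10a and Gr10b were closed. Of 85 cuticle protein genes Cpr73D was open (806 bp) and the rest, such as Cpr100A and Cpr11A, were closed. None of the 16 Jonah serine protease genes was open, which allows a share of up to 19.4% by the Wilson interval, and Jon25Bi and Jon25Bii are examples. The percentiles were 0 for neuronal, chemoreceptor and cuticle protein genes, 0.16 for muscle, 0.125 for fat body and 0.995 for Jonah genes. With regions of at least 200 bp the call ended for muscle (4.88), fat body (5.12) and Jonah genes (10.3), and for muscle also without matching of the random lists (21.8). When any region in the gene or 2 kb upstream counted, it ended for neuronal (18.1, with 16 of 20 genes holding a region), muscle (11.9) and Jonah genes (3.61), and for Jonah genes also with a window of 500 bp (14.1).

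Histone genes were open in 3.48% of cases, below the matched random lists (percentile 0). All genes of the histone cluster (2L 21416953 to 21541681), such as His1:CG31617 and His1:CG33801, were closed, but the unique share across the cluster was 1.44%. The 4 histone genes outside the cluster were all open, namely His3.3B (546 bp), His4r (262 bp), His2Av (252 bp) and His3.3A. In the heat shock list 10 of 17 genes were open (percentile 80.6), with 616 bp at Hsp27 and a 495-bp region shared by Hsp22 and Hsp67Bc, and Hsp67Ba was closed. The 6 Hsp70 copies, including Hsp70Aa, were closed as well, with unique shares of 0 to 42.1% at their TSSs.

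Further lists did not stand apart from matched random lists. Hemocyte and plasmatocyte genes were open in 13 of 16 cases (81.3%, 56.99 to 93.4; percentile 93.7). The blood GATA factor gene srp carried a region of 844 bp (3R 15993871 to 15994714), ush 773 bp and the collagen gene Col4a1 712 bp. The hemocyte surface protein genes He and NimC1 were closed. Of 9 crystal cell and lamellocyte genes 3 were open (percentile 7.51), the actin-binding filamin gene cher (595 bp), the crystal cell Runx factor gene lz (547 bp) and peb (477 bp), and ItgaPS4 and ItgaPS5 were among the closed members. Glial genes were open in 8 of 10 cases (percentile 76.9), with 969 bp at moody, 717 bp at Indy and 711 bp at nrv2, and with alrm and wrapper closed. Germline genes were open in 8 of 11 cases (percentile 80.3), with ovo (344 bp), zpg (312 bp) and AGO3 (252 bp) open and bam and osk closed. The metallothionein list held genes that respond to copper and also the transcription factor gene MTF-1. Of its 7 genes 4 were open (percentile 92.6), with a 784-bp region shared by MtnD and MtnE (3R 20534411 to 20535194) and 479 bp at MtnA, and MtnB and MtnC were closed. None of 14 antimicrobial peptide genes was open, including AttA and AttB (percentile 3.21). With regions of at least 200 bp, the percentile was 99.7 for hemocyte and plasmatocyte, 99.5 for heat shock and 99.2 for metallothionein genes, which calls these lists high. Among genes with unique TSS windows, heat shock genes were called high (10 of 11 open, percentile 99.8) and antimicrobial peptide genes low (2.33). The antimicrobial peptide genes were called low, at 0.06, when random lists were matched on TSS number only, and the Hox, hemocyte and glial lists were called high with unmatched random lists.

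**Figure D2:**
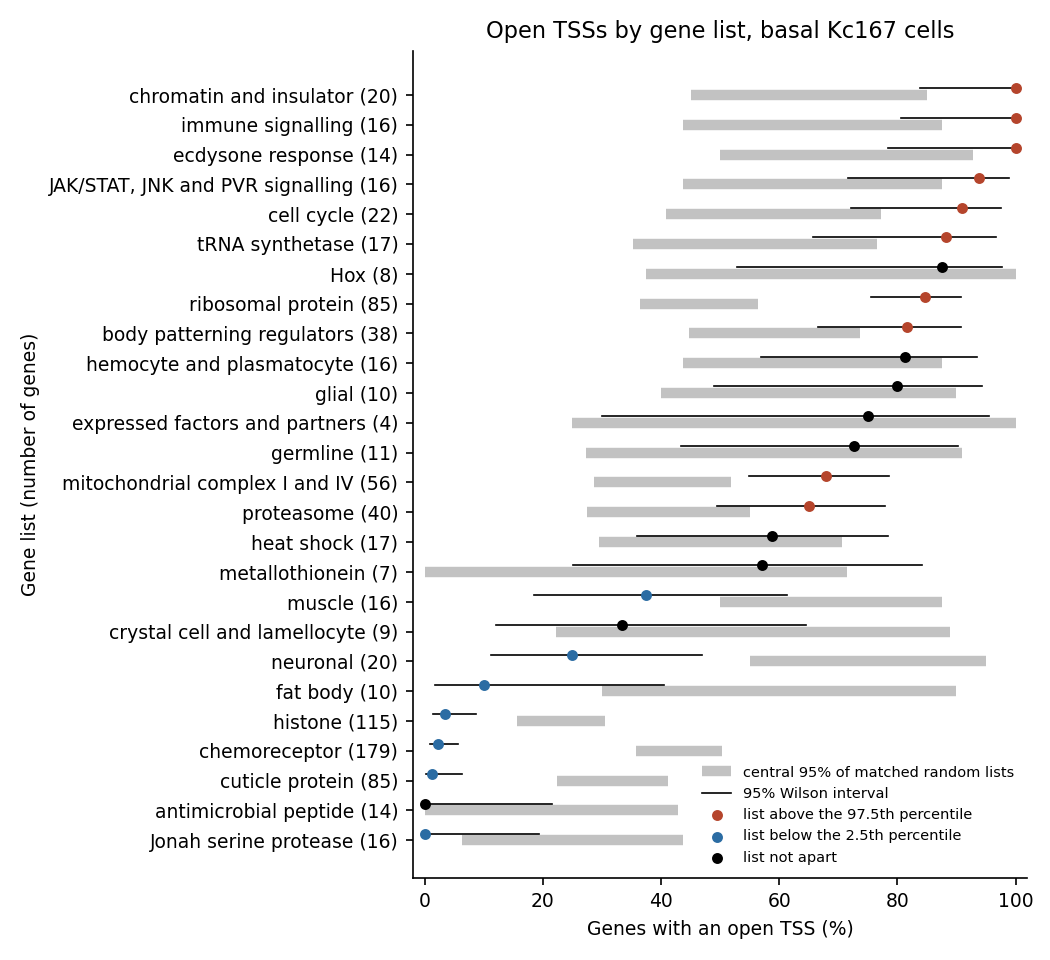
Points show the percentage of genes with an open TSS in each of the 26 lists (number of genes in brackets), thin lines its 95% Wilson interval, and grey bars the central 95% of matched random lists. In red are the 10 lists called high against random lists, with chromatin and insulator, immune signalling and ecdysone response genes at 100%, and in blue the 7 called low.

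Because the study expressed Hox proteins and their partners in these cells, the genes that encode them were examined in the basal state. All Hox genes except Ubx had an open TSS (7 of 8, percentile 83.5 among matched random lists). Abd-B carried the widest of these regions, 778 bp across an alternative TSS (3R 16934170 to 16934947), followed by Scr (529 bp), Dfd (430 bp), pb (393 bp), lab (291 bp), abd-A (288 bp) and Antp (268 bp). In Ubx, the single region of 450 bp lay in an intron (3R 16702829 to 16703278), with its midpoint 31372 bp from the TSS. In the expressed factors and partners list 3 of 4 genes were open (percentile 65.5). The cofactor gene hth carried 541 bp at a TSS inside the gene (3R 10614209 to 10614749), and no region lay at its upstream end (3R 10639568). The gene exd carried 243 bp (X 15992307 to 15992549) and gcm2 481 bp (2L 9607945 to 9608425), and gcm was closed with no region in the gene. The paper reports that these cells contain Exd but no Hth, so an open TSS here does not show that the gene is expressed.

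The Antennapedia complex from lab to Antp (3R 6661427 to 6999228) held 28 regions, of which 8 were at a TSS and 11 had their midpoint in an intron. The Bithorax complex from Ubx to Abd-B (3R 16656623 to 16972236) held 19 regions, of which 2 were at a TSS, 13 lay by midpoint in introns and 4 in coding sequence. Introns here are those of any annotated gene, noncoding genes included. The intronic regions from 3R 16763756 to 16764388 and from 16847268 to 16919349 lay outside Ubx, abd-A and Abd-B. The 4 regions in coding sequence, of 219 to 244 bp, were inside Abd-B, which held 8 regions in all. No region was listed for 60.5 kb of the Bithorax complex between the intronic region of Ubx and the next region (3R 16703279 to 16763755). Windows of the same lengths on 3R held a mean of 38.5 and 36.0 regions, which placed the complexes at percentiles of 28.6 and 17.6. Neither was called apart. These windows took in the long stretches of 3R without a region (1761 and 1485 kb), so this comparison could hardly call a complex low. In Dfd, 4 regions of 340 to 701 bp lay in introns in addition to the region at the TSS. With 5 regions in 10.6 kb Dfd was at percentile 94.9, and it was called high by covered bp (98.7) and by regions of at least 200 bp (98.9). None of the other single genes was apart, with 8 regions in Abd-B (percentile 72.5), 7 in hth (27.1), 2 in exd (88.3), 6 in Antp (31.8), 3 in pb (50.5), 2 in Scr (49.7), 1 in lab (50.7), 1 in Ubx (18.7) and 0 in abd-A (18.8), whose open TSS region began 29 bp upstream of the gene. With 0 regions, abd-A and gcm (40.2) could not be placed lower, so genes of such lengths could not be called low.

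**Figure D3:**
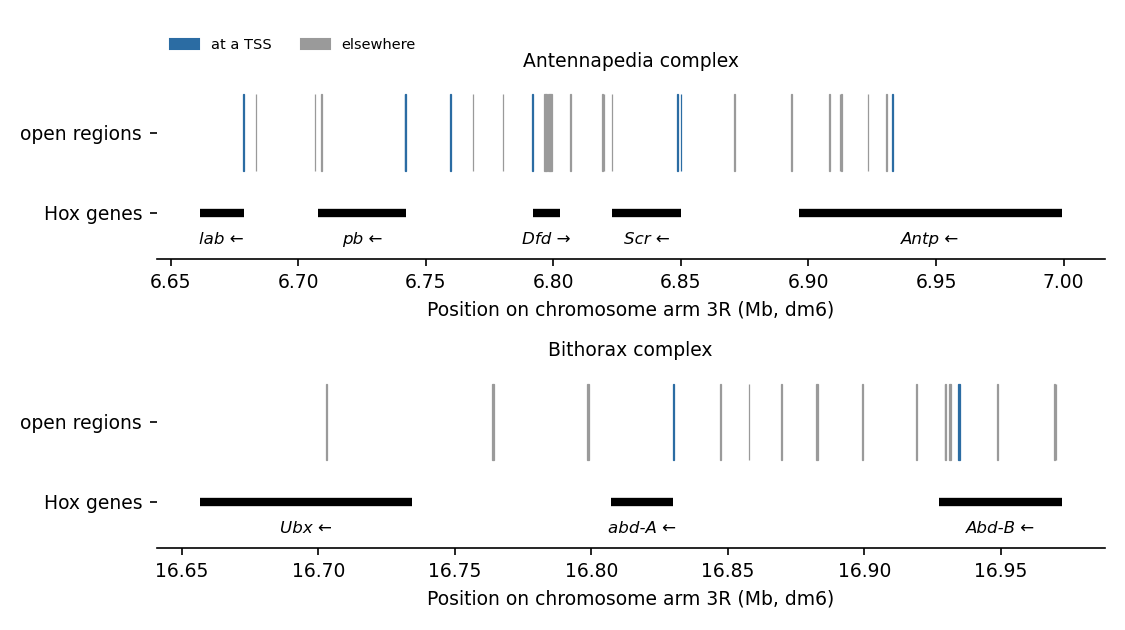
Open regions (vertical bars, drawn to scale by position in Mb on 3R) are shown above the Hox genes (black bars, with arrows for the strand) of the Antennapedia and Bithorax complexes, in blue where the region is at the TSS of any protein-coding gene and in grey elsewhere. The Bithorax complex has 2 regions at a TSS, at abd-A and Abd-B.

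The study set Hox motif enrichment in Hox-bound regions against their accessibility. Here, without binding data, 20 motifs were counted in open regions and in their flanks. The DRE, M1BP motif 1 and the GAGA factor site marked the open regions, whereas the TAATTA, Exd-Hox and Abd-B sites were rarer there than in the flanks. M1BP motif 1 (GGTCACAC) was found in 5.08% of open and 0.3% of flank windows, a ratio of 16.9 (95% interval 13.9 to 20.6). The DRE (TATCGATA), which binds Dref and BEAF-32, had a ratio of 12.7 (10.1 to 16.1). GAGAGAG, a site of the GAGA factor, was present in 10.9% of open windows, with a ratio of 5.39 (4.83 to 6.01). The AP-1 site was higher at 1.41 (1.25 to 1.59) and the E-box at 1.29 (1.15 to 1.44), although away from TSSs the E-box was not called (1.17, 0.974 to 1.40). The core TAATTA of Antp-class homeodomains was found in 7.38% of open and 11.2% of flank windows (ratio 0.661, 0.618 to 0.706). The Exd-Hox site was at 0.628 (0.565 to 0.698) and the Abd-B site at 0.814 (0.769 to 0.862). Zelda (0.529), Rel (0.684), Stat92E (0.753), ETS (0.807) and TATA box (0.859) matches were lower too, although at TSSs Rel (1.01) and the TATA box (0.955) were not called. Away from TSSs ETS was not called (0.852, 0.721 to 1.008). The sites of Hth (1.07), Gcm (0.996), GATA factors (1.02), Runx (1.03), Su(H) (1.10) and the heat shock element (1.33) were not called, nor was the EcR element (0.198, 0.0273 to 1.43), which was too rare to test. GATA sites were called higher with flanks 5 kb away and with GC-matched flanks, at 1.055 in each case.

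Regions at TSSs and elsewhere differed in these motifs. The DRE ratio was 24.8 at TSSs and 2.04 elsewhere, and the ratio of motif 1 was 25.9 and 2.06, which differ by 12.1 times (6.75 to 21.8) and 12.6 times (7.10 to 22.3). AP-1 sites were at 1.01 at TSSs and 1.82 elsewhere, and GATA sites at 0.919 and 1.13, with ratios of the ratios of 0.553 (0.425 to 0.720) and 0.811 (0.767 to 0.858). GAGAGAG did not differ detectably, with 5.13 at TSSs and 5.58 elsewhere (0.920, 0.778 to 1.09). TAATTA was at 0.769 at TSSs and 0.559 elsewhere, but at 0.750 (0.683 to 0.824) elsewhere against flanks matched on GC content, so a difference between these groups is not claimed. Rel, Zelda and Stat92E had higher ratios at TSSs than elsewhere, by 2.50, 1.72 and 1.38 times, as did Hth and Abd-B, by 1.25 and 1.13 times, but for Abd-B the ratio elsewhere against GC-matched flanks (0.864) was close to that at TSSs (0.865). The Hth site was called higher at TSSs (1.19, 1.08 to 1.32) and, against GC-matched flanks, lower elsewhere (0.867). The TATA box also had a higher ratio at TSSs than elsewhere (1.25 times), but elsewhere it turned to 1.10 against flanks matched on GC content. Against dinucleotide shuffles of the open windows, TAATTA (0.962) and ETS (0.917) were no longer called, and the ratio turned to 1.12 for Abd-B, 1.36 for Rel, 1.27 for the TATA box and 0.673 for the E-box. Hth (0.832), Gcm (0.696) and Runx (0.926) were called lower against shuffles, and the TATA box was called higher (1.05) against GC-matched flanks as well. DRE, motif 1, GAGAGAG and AP-1 were called higher with every control tried for all regions together, but away from TSSs motif 1 was not called against shuffles (0.941). The lower call of the Exd-Hox site also ended there against shuffles (0.916, 0.786 to 1.07). The size of the excess depended on the control, since the DRE ratio was 24.9 against shuffles and 19.3 with 100-bp windows, and the ratio of motif 1 was 29.9 with 100-bp windows.

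**Figure D4:**
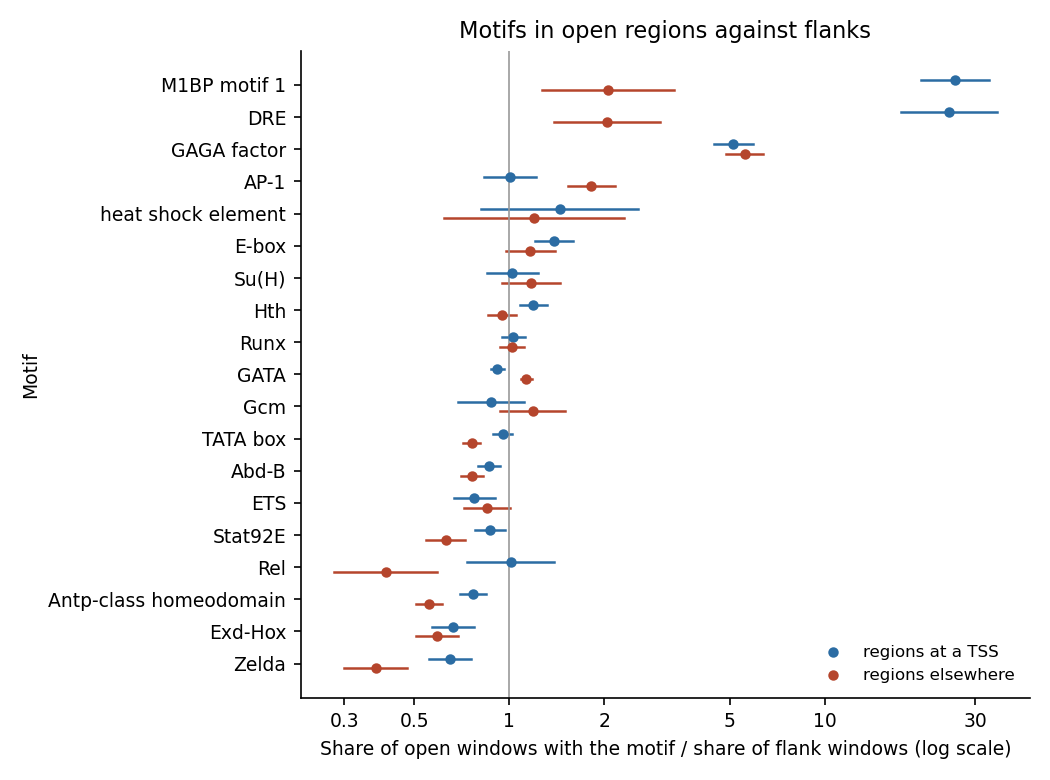
The share of open windows with each motif divided by the share of flank windows (log axis, 95% block-jackknife intervals) is plotted for regions at a TSS (blue) and elsewhere (red), without the EcR element, which had no match at TSSs. M1BP motif 1 and the DRE stand at 25.9 and 24.8 at TSSs, and GAGAGAG at 5.13 and 5.58 in the groups.

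Y held few open regions, and the call for X depended on the arms and the measure used. X held 133.8 regions per Mb (95% interval 117.8 to 149.1), 1.17 times the density of the other arms together, Y included (1.01 to 1.34). Set against 2L, 2R, 3L and 3R alone the ratio was 1.14 (0.989 to 1.31), which was not called. By covered bp the X ratio was not called to all other arms (1.16, 0.993 to 1.35) or to 2L, 2R, 3L and 3R (1.13, 0.978 to 1.31). The ratio to 2L, 2R, 3L and 3R was called per unmasked Mb (1.16) and for regions of at least 200 bp (1.19). Per Mb of unique sequence it was not called (1.12, 0.998 to 1.24), whereas the ratio to all other arms was (1.125, 1.003 to 1.25). On simulated uniform regions 7.78% of such intervals left out 1, chromosome 4 and Y aside. The arms 2L, 2R, 3L and 3R held 122, 122.1, 113.4 and 113.6 regions per Mb. Chromosome 4 held 195 regions (146.5 per Mb) but spans only 2 blocks, and its ratio of 1.25 was not called. Y held 10 regions, and its unique share was 26.6%, but per Mb of unique sequence its density was still 0.0815 times that of the other arms (0.0259 to 0.155). Since the sources used here do not say whether these cells carry a Y, this cannot be read as closed chromatin. The lengths given for the longest stretches without an open region leave out N bases. These stretches were 3R 325266 to 2086073 (1761 kb with 1 protein-coding gene), 3R 2089155 to 3585998 (1485 kb, 3 genes), 2R 1 to 870286 (864 kb, 2 genes), 3L 25230303 to 26012588 (782 kb, 3 genes) and X 21631947 to 22259537 (628 kb, 21 genes). Their unique shares were 40.2, 45.8, 31.4, 53.4 and 18.6%, compared with 87.2% for the arms. The second of these stretches ended at the 1588-bp region over the TSS of Parp1.

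Listed regions at TSSs were narrower than listed regions elsewhere. The median width was 212 bp (95% interval 209 to 215) for 8556 regions at TSSs and 265 bp (261 to 270) for 7562 regions elsewhere, a difference of -53 bp (-60 to -47). By midpoint class, the median was 205 bp in TSS windows, 243 bp in intergenic sequence, 284 bp in introns and 298 bp in coding sequence.

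Open regions also lay close together. The median gap to the nearest other region was 220 bp, compared with a mean of 2771 bp after random placement (95% range 2702 to 2839). The ratio was 0.0794, with p = 0.002 in the permutation test, the smallest it can give. A neighbour lay within 100 bp for 35.2% of regions and within 500 bp for 62.9%. With regions of at least 200 bp the median gap was 716 bp, 0.161 times the random mean, and after joining regions up to 500 bp apart the ratio was 0.541.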

Values the study reported

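The study reported 16,118 open chromatin regions for basal Kc cells, between 100 and 2413 bp in size.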

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

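In this part, the values for unique sequence and for joined regions come from tests chosen after the data were seen. The list combines 3 replicates without scores, so stricter calling, thinning to a lower depth and leaving out each replicate were not possible. No paired analysis was possible because the list used here covers 1 group. Rotating each arm keeps the gaps between regions and so says nothing about their spacing. The excess at TSSs stayed between 4.27 and 7.25-fold in all alternatives, no genomic class changed its call, the width difference stayed between -62 and -30.5 bp, and the spacing ratio was 0.161 with regions of at least 200 bp and 0.541 after joining regions up to 500 bp apart.

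The share of regions at a TSS was 42.2% with a window of 100 bp and 60.9% with 500 bp, 45.5% when the larger part of the region and 45.45% when its midpoint had to lie in the window, 56.3% with TSSs of all gene types and 47.7% for regions of at least 200 bp. In the same order, without all gene types, the share of protein-coding genes with an open TSS was 44.9, 50.4, 45.04, 45.2 and 30.9%, and it was 45.1% with the most upstream TSS alone. Windows, overlaps and fewer regions set these shares by construction.

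The X ratio to all other arms was 1.16 and not called by covered bp. The X ratio to 2L, 2R, 3L and 3R was 1.16 per unmasked Mb and 1.19 for regions of at least 200 bp, both called. By covered bp (1.13) and per Mb of unique sequence (1.12) the X ratio to these 4 arms was not called. Chromosome 4 was called at 1.38 per unmasked Mb and at 1.25 per Mb of unique sequence, but it spans only 2 blocks, too few for a dependable interval. The cause was not tested. The lists called low fell from 7 to 4 with regions of at least 200 bp and to 4 when any region in the gene or 2 kb upstream counted, and the cause was not tested. Restricted to unique TSS windows, the histone list turned from percentile 0 to 95.6, since only the 4 genes outside the cluster remained, and heat shock (99.8) and antimicrobial peptide genes (2.33) gained calls.

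The motifs called higher rose from 5 to 8 with dinucleotide shuffles and to 8 with 100-bp windows. The TATA box turned to 1.05 against GC-matched flanks and 1.27 against shuffles. Shuffles also turned Abd-B (1.12), Rel (1.36), E-box (0.673), Hth (0.832) and Runx (0.926), ended the calls of TAATTA (0.962) and ETS (0.917), and brought calls for GATA (1.07) and Gcm (0.696). GATA was also called higher against flanks 5 kb away and GC-matched flanks (1.055 for each), and Su(H) against flanks 5 kb away (1.19). With 100-bp windows Hth (1.25), Runx (1.14) and the heat shock element (2.90) were called higher and Rel (0.786) was no longer called. The cause was not tested. Among single lists, loci and motifs, 285 values stayed called or uncalled as before, 22 lost a call and 20 gained a call. A further 8 turned to the other side, of which Hth and Runx had not been called before and the histone list was no longer called.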

Other observations

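All tests in this part were chosen after the list of regions had been examined, and the bounds for each explanation were set before the value that tests it was seen. Open TSSs of some gene groups carried wider regions than others. For the 31 open body patterning regulators the median of the widest region at a TSS was 539 bp, compared with 289 bp in random lists of open genes matched on TSS number and length (percentile 99.99). The 8 open glial genes had a median of 663 bp (percentile 99.6). The 4 open genes of the metallothionein list, which includes MTF-1, had 631.5 bp (percentile 99.8), and MtnD and MtnE among them share a region. Mitochondrial complex I and IV genes had narrow regions, with a median of 178 bp over 38 genes (percentile 0.545). The other lists with at least 3 open genes were not apart, including ribosomal protein genes (221.5 bp, percentile 96.9) and chromatin and insulator genes (216.5 bp, percentile 6.30).

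Within the proteasome and mitochondrial lists, the open genes were mostly the main subunit genes. None of the 8 proteasome genes with an R or T suffix, which marks a paralogue of a main subunit, had an open TSS (95% Wilson interval 0 to 32.4%), compared with 26 of 32 genes without it (81.3%, 64.7 to 91.1). In the mitochondrial list 2 of 14 genes with an L suffix were open (14.3%, 4.01 to 39.9), namely COX7AL and COX7AL2, compared with 36 of 42 others (85.7%, 72.2 to 93.3). The median unique share at the TSSs was 100% in each of these groups, although it was 0% at Prosalpha1 and its copy Prosalpha1R.

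Few histone, chemoreceptor, cuticle protein, Jonah serine protease, neuronal, muscle and fat body genes had an open TSS. Reads shared between near-identical gene copies, which the authors' alignment drops, may account for the histone genes, since the median unique share at the TSSs of closed histone genes was 0%. Whether the clustered histone genes are open is therefore not known from this list. For the other 6 lists shared reads are not the explanation, since most members had TSS windows of high unique share. These were 20 of 20 neuronal, 16 of 16 muscle, 10 of 10 fat body, 177 of 179 chemoreceptor, 78 of 85 cuticle protein and 13 of 16 Jonah genes. With such genes only, all 6 of the 6 lists stayed below the 2.5th percentile. This removed no member of the neuronal, muscle and fat body lists, so their members were the same as before. Since the design gives 1 group of cells, no biological explanation was tested for them.

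Open regions lay closer together than placed regions, and a candidate explanation is that 1 open stretch is listed as several regions. After regions up to 500 bp apart were joined, the 9936 joined regions still had a median gap of 0.541 times the random mean. Close TSSs were tested with joined regions away from TSSs, where the ratio was 0.462, and broad parts of the arms without regions by placing each joined region within its own 100-kb bin, where it was 0.688. In all 3 tests p was 0.002 in the permutation test, the smallest it can give, so none of these explanations alone accounts for the spacing. The last 2 tests used joined regions, so splitting was removed in each, but all 3 explanations together and biological explanations were not tested.

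Regions at TSSs with GAGAGAG were wider than those with the DRE or motif 1, with a median of 331 bp (759 regions) compared with 194 bp (1430 regions), a difference of 137 bp whose 95% interval left out 0, and regions with neither had 209 bp (6336 regions). Several TSSs within 1 wide region could give such a difference, but it was 138 bp, with an interval that left out 0 as well, among regions touching a single TSS position. Repeat-masked sequence is not the whole explanation either, since with under 10% masked bases it was 91 bp (69.5 to 120). Signal strength at the 2 kinds of promoter stays open, because the list holds no signal. Motifs were counted only in the 200 bp around the midpoint, so those farther out in a wide region were missed. Whether this adds to the difference was not tested, and no biological explanation was tested.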
